# *Ror* homolog *nhr-23* is essential for both developmental clock and circadian clock in *C. elegans*

**DOI:** 10.1038/s42003-024-05894-3

**Published:** 2024-02-28

**Authors:** Shingo Hiroki, Hikari Yoshitane

**Keywords:** Gene expression, Transcriptomics, Circadian rhythms

## Abstract

Animals have internal clocks that generate biological rhythms. In mammals, clock genes such as *Period* form the circadian clock to generate approximately 24-h biological rhythms. In *C. elegans*, the clock gene homologs constitute the “developmental clock”, which has an 8-h period during larval development to determine the timing of molting. Thus, the ancestral circadian clock has been believed to evolve into the oscillator with a shorter period in *C. elegans*. However, circadian rhythms have also been observed in adult *C. elegans*, albeit relatively weak. This prompts the question: if the clock gene homologs drive the developmental rhythm with 8-h period, which genes generate the circadian rhythms in *C. elegans*? In this study, we discovered that *nhr-23*, a homolog of the mammalian circadian clock gene *Ror*, is essential for circadian transcriptional rhythms in adult *C. elegans*. Interestingly, *nhr-23* was also known to be essential for the molting clock. The bilaterian ancestral circadian clock genes might have evolved to function over multiple periods depending on developmental contexts rather than a single 8-h period in *C. elegans*.

## Abstract (web summary)

A canonical circadian clock component in *C. elegans* was identified after decades of research: mammalian Ror homolog, nhr-23. It is essential for both the 8-h developmental rhythm and 24-h circadian rhythm.

## Introduction

Many organisms across phyla have internal clock systems which generate biological rhythms. These clocks operate on various timescales: e.g., the segmental clock induces a rhythmic somite segmentation every several hours^1,2^, and the circatidal clock generates the ~12.4-h period rhythm^3^.

One of the best-characterized biological clocks is the circadian clock. In mammals, the circadian rhythm is generated by a transcriptional network of genes known as clock genes, including transcriptional factors such as *Bmal1*, *Clock, Dbp*, and *Ror*^4^. Specifically, CLOCK and BMAL1 bind to a specific cis-element, E-box, to activate transcription of a series of genes including *Per1-3* genes, and the translated PER proteins inhibit the E-box-mediated transcription. Thus, these genes form a core negative feedback loop that generates the circadian oscillation^4^. Moreover, the core loop is interlocked with regulatory loops via D-box and RORE elements. D-box and RORE are activated by transcriptional factors DBP and ROR, respectively^5^. These three cis-elements generate specific phases of circadian transcription: E-box generates a morning expression, D-box generates a daytime expression, and RORE generates an evening expression^5–7^. Therefore, combinational regulation by these cis-elements generates the daily expression patterns of individual genes.

Interestingly, in the nematode *C. elegans*, the circadian clock gene homologs are considered to constitute the “developmental clock”. In *C. elegans*, molting occurs every 8–16 h depending on the temperature, and thousands of genes oscillate in synchrony with this molting cycle^8,9^. *C. elegans* homologs of the circadian clock genes are essential for this developmental rhythm with an 8-h period at 25 °C^8–11^. For instance, *lin-42*, the sole *Per* homolog, plays a critical role in determining the timing of molting during development. *lin-42* gene exhibits a clear developmental rhythm at the mRNA level^10^, and *lin-42* mutants exhibit an arhythmic molting cycle^9,12^. Furthermore, the *C. elegans Ror* homolog, *nhr-23*, controls rhythmic transcriptions of molting-related genes^13–16^ and is hence indispensable for developmental progression^15,17^. Thus, in *C. elegans*, it has been believed that the ancestral circadian clock had evolved into the developmental clock^8^.

While the clock gene homologs are used to generate the developmental rhythm with an 8-h period, circadian rhythms have also been observed in adult *C. elegans*^18–22^. Although much weaker than those in mammals, circadian transcriptional rhythms emerge after entrainment by temperature cycles in adult *C. elegans*^18^. However, in spite of the existence of such a transcriptome-wide circadian dataset published years ago, no study has identified canonical genes for circadian mRNA rhythm till now. Since the circadian transcriptome should reflect large information about the direct output from the core circadian clock, we assumed that the deeper analysis of the dataset leads to the identification of strong candidates for the core clock components.

In this study, we performed a reanalysis of the adult circadian transcriptome^18^ and larval developmental transcriptome^23^. We discovered that the expression of *Ror/nhr-23*-targeted genes exhibited adult circadian rhythms in a specific phase, while they exhibited developmental rhythms during larval development. We then showed that *Ror/nhr-23* is essential for the adult circadian rhythms, as well as for the larval developmental rhythms^13,17,24^. These results suggest that bilaterian ancestral circadian clock genes might have evolved to count multiple periods in C. *elegans*.

## Results

### The targets of clock gene homolog Ror/nhr-23 exhibited circadian transcriptional oscillations in adult *C. elegans*

A previous study reported that the circadian rhythm emerges in *C. elegans* transcriptome after the entrainment by 12-h warm (25 °C) and 12-h cold (15 °C) temperature (WC) cycles (Fig. 1a)^18^. We reanalyzed this dataset to search for clues about the *C. elegans* circadian clock machinery. In the previous study, periodicity was calculated based on ANOVA, Fourier power, autocorrelation, and amplitude (fold change from minimum to maximum data point) (Fig. 1a). In this study, we used the BioCycle algorithm. BioCycle is a neural-net-based algorithm designed for circadian periodicity tests. Briefly, the neural network was trained to discriminate the periodic and aperiodic data, and then applied to the real dataset. Estimation of the oscillation parameters (amplitude, phase) is based on cosine fitting^25^. Here, we used BioCycle because it is reported to yield higher AUC compared to other commonly used algorithms such as JTK_CYCLE^26^, especially in cases of low signal-noise ratio^25^. Indeed, in our dataset, BioCycle detected a larger number of rhythmic genes compared to JTK_CYCLE(BioCycle-only: 615, JTK-only: 87, shared: 220, see Supplementary Fig. S1 and Supplemental Data 1 for details). Since these 615 genes involve genes with apparently clear rhythm such as *ncam-1*, *sod-3*, *mlt-8* (see Fig. 1b, e), we assumed that BioCycle exhibits a lower false negative rate in our dataset and is therefore suitable for our analysis. We analyzed whole time points (12 points every 4 h, during the WC temperature cycle and constant condition, CC), and calculated periodicity, phase, and amplitude for each gene (Supplemental Data 1). In addition, it should be noted that we found a set of arrays which were probably artifacts, which had exactly the same values as each other (Supplementary Fig. S2). However, these arrays could not pass any of our periodicity criteria below.

**Fig. 1:**
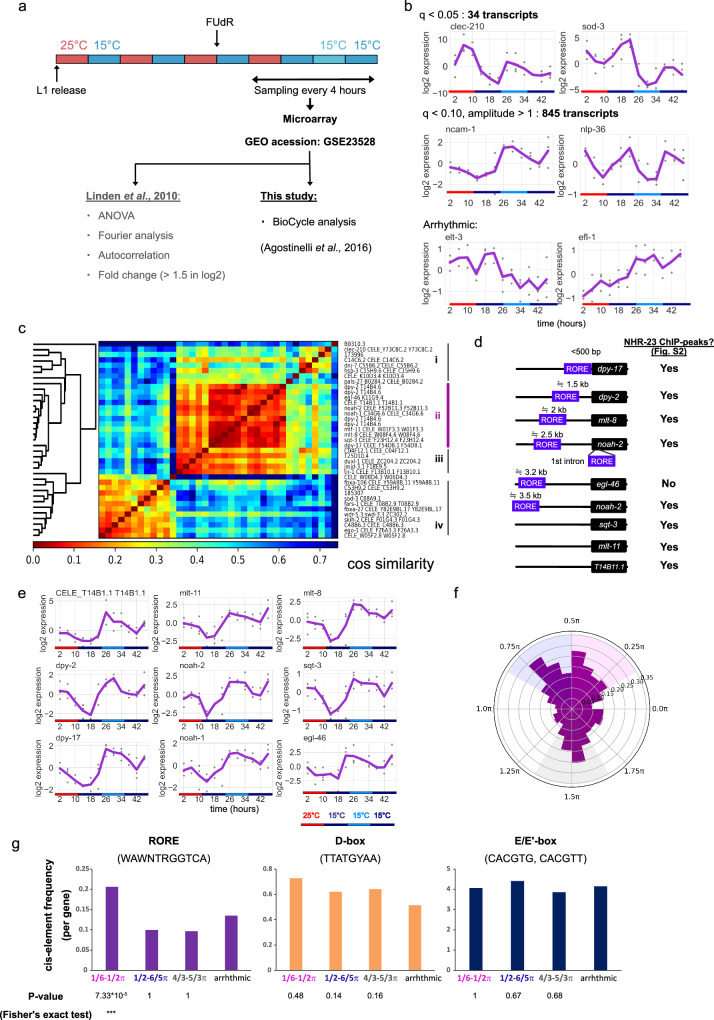
*Ror/nhr-23* and RORE cis-elements generate a specific phase of circadian transcription. **a** Reanalysis of the dataset from the previous study^18^. Briefly, worms were entrained by four 12-h warm (25 °C, red) and 12-h cold (15 °C, blue) temperature cycles (WC) and subsequently kept under the constant condition (CC) at 15 °C. Animals were sampled every 4 h over WC and CC. *n* = 3 biologically independent replicates at each time point. The dataset was reanalyzed using BioCycle in this study. **b** The result of BioCycle analysis. The number of periodic transcripts (arrays) in each criteria and representative gene expression were described. **c** Hierarchical clustering of *q* < 0.05 genes in BioCycle analysis. Magenta indicates specifically inter-correlated genes (“cluster ii). Colors indicate cosine distance between expression patterns. **d** The existence of RORE cis-elements and ChIP peaks in the clustered gene. **e** The expression pattern of the cluster ii genes. **f** Phase distribution of circadian rhythmic genes (*q* < 0.10 with 1< amplitude). Three peaks (magenta, blue, gray) were observed in the distribution. **g** Enrichment of cis-elements in gene regulatory region of the circadian rhythmic genes. *P* values were calculated by Fisher’s exact test followed by Holm’s correction. ***P < 0.001.

First, we focused on 34 transcripts with which met the criteria of *q* < 0.05 (Fig. 1b). Twelve of them were identified as rhythmic in the previous study^18^. To elucidate the temporal patterns of these genes, we performed hierarchical clustering after amplitude normalization. As a result, we observed 4 large clusters (Fig. 1c, “i–iv”). Remarkably, cluster ii consisted of genes with highly similar temporal patterns (Fig.1c, magenta). Indeed, the cluster ii genes exhibited a similar temporal expression pattern, i.e., oscillation in a specific phase (Fig. 1e). Hereafter, we call these genes “cluster ii genes”. Since these cluster ii genes were likely to be regulated by the same transcription factor, we investigated the detail of these genes and found that some of them (*dpy-2*, *noah-1*, *mlt-8*, *mlt-10,* *mlt-11*) were reported to be regulated by *nhr-23*^13–16,24^, the homolog of the clock gene *Ror*. To examine whether other cluster ii genes are also downstream of ROR/NHR-23, we explored the genome sequence and a previous comprehensive ChIP-seq dataset^27^. The dataset showed that most of the cluster ii genes indeed had NHR-23 ChIP peaks nearby their coding regions (Fig. 1d and Supplementary Fig. S3, 8 out of 9). Moreover, the ROR-regulated cis-elements, ROREs (WAWNTRGGTCA), were found in six of their regulatory regions (Fig. 1d). In addition, we investigated the homology of *nhr-23/Ror* among multiple species (Supplementary Fig. S4a, flies, zebrafish, mammals). Overall, the full amino acid sequences showed 30–40% similarity (36% when compared to *Mus musculus*). Specifically, the DNA-binding region (zinc finger) of homologs are highly conserved across species (78%, compared to *Mus musculus*). Therefore, *Ror/nhr-23* and ROREs are suggested to play canonical roles in generating the *C. elegans* circadian rhythm.

As mentioned earlier, mammalian ROREs generate a specific phase of circadian transcription^7^. To test if *C. elegans* ROREs are also enriched around the genes with the circadian rhythm in a specific phase, we first examined a phase distribution of the circadian expression. We extended the analysis to a broader set of genes (845 transcripts) with some false positives (*q* < 0.10, 1< amplitude). See Methods for the definition of amplitudes, where amplitude 1 in log2-tranformed dataset approximately corresponds to 2-fold change. This allowed us to describe the overall characteristics of the circadian genes, rather than focusing on an individual gene. There were 3 apparent peaks in the phase distribution (Fig. 1f): 1/6–1/2 π (magenta), 1/2–5/6 π (navy), and 4/3–5/3 π (gray). We then examined the enrichment of cis-elements in the regulatory region of genes with each of the peaks (4 kb upstream and introns). The frequency of ROREs around the genes in the “magenta” phase (1/6–1/2 π), the phase the cluster ii genes exhibited, was two times higher than those in other peaks and arrhythmic genes. However, we did not find any evidence for the enrichment of other circadian-related cis-elements, D-box and E/E’-box, in any of the peaks (Fig. 1g). In addition, we explored the rhythmicity of *C. elegans* gene homologs in mice based on RhythmicDB^28^ (Supplementary Fig. S4b). As a result, we found that 35% of the rhythmic genes in *C. elegans* also exhibit circadian rhythms in mice. This percentage is slightly higher compared to the overall proportion of rhythmic genes among all mouse genes that have *C. elegans* homologs (28%, *P* = 0.067 in Fisher’s test). However, given the limited overlap, we could not draw a definitive conclusion from this analysis.

These results suggest that genes with RORE are activated by ROR/NHR-23 at the specific time of the day in *C. elegans* as reported in mammals, while other, perhaps unknown, cis-elements might be responsible for the generation of other circadian phases.

### *Ror/nhr-23* generates developmental rhythm with 8-h period during larval stage

While our results suggest a putative contribution of *Ror/nhr-23* to *C. elegans* circadian clock, *Ror/nhr-23* has been considered to be a core developmental clock gene of the molting cycle, which oscillates with a shorter period (~8 h)^13,15,24^. In *C. elegans*, the homolog of the other mammalian RORE-binding clock gene, *Rev-erb/nhr-85*, does not show developmental rhythm, and loss of *nhr-85* marginally impairs development in *C. elegans*^29^. Therefore, *Ror/nhr-23* has a major contribution to RORE-dependent developmental rhythm in *C. elegans*.

To examine whether *nhr-23* downstream genes indeed show the 8-h rhythm during larval development, we reanalyzed the time series RNA-seq dataset from L3 to young adult^23^ (Fig. 2a). First, we focused on the cluster ii genes in Fig. 1c and found that most of them indeed exhibit 8-h expression rhythms (Fig. 2b, 7 out of 9). Subsequently, we expanded our analysis to encompass a broader spectrum of genes to explore the extent of overall overlap between circadian rhythmic genes and developmentally rhythmic genes. We applied BioCycle to detect periodicity in 8–10 h, and thus defined the “developmentally rhythmic” genes with the same criteria as those used in the circadian periodicity test, i.e., *q* < 0.10 and 1< amplitude. With this test, 6% of all genes were detected as developmentally rhythmic (Fig. 2c and Supplemental Data 2), while 14% of circadian rhythmic genes showed developmentally rhythmic expression, suggesting that the output from the circadian clock partly, if not largely, overlaps with that from the developmental clock. Notably, among them, genes with the RORE-regulated phase (1/6–1/2 π) showed a remarkable overlap (24%) with developmentally rhythmic genes (Fig. 2c). Likewise, when we applied “annotation-based enrichment analysis (Metascape)^30^ to genes oscillating in each of the phases, only the phase 1/6–1/2 π showed enrichment of the genes related to molting cycles (Fig. 2d). These results imply that the circadian clock partially shares the clock components with the developmental clock, especially in terms of *Ror/nhr-23* and RORE-dependent system.

**Fig. 2:**
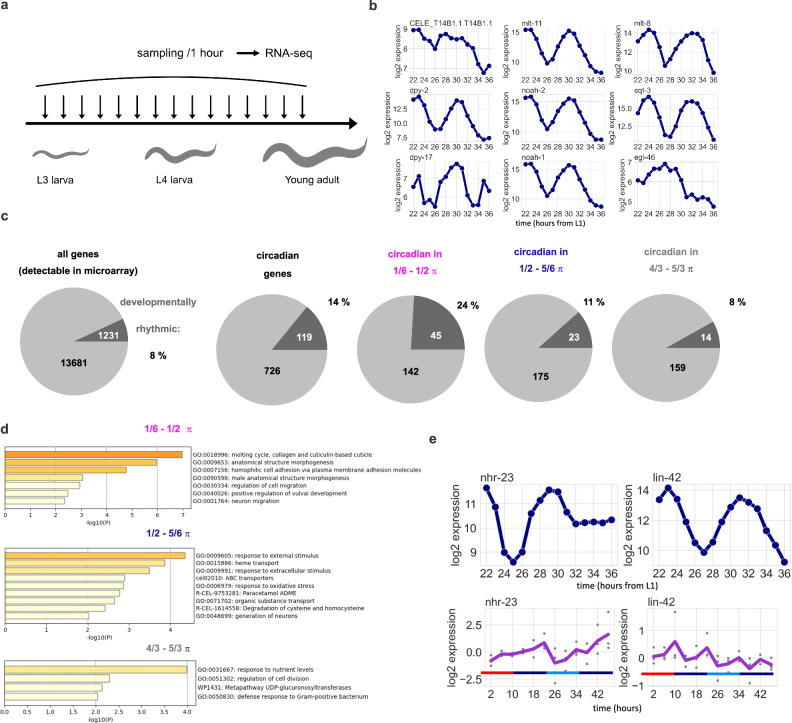
RORE-targeted circadian genes oscillate with 8 h period during larval development. **a** Summary of the dataset for developmental transcription. Animals from 22 to 36 h after the L1 stage (L3 to young adults) were sampled every 1 h. *n* = 1 for each time point. **b** Expression of RORE-targeted genes (“clustered gene” in Fig. 1) during larval development. **c** The proportion of developmentally rhythmic genes in circadian rhythmic genes (*q* < 0.10 with 1< amplitude). **d** The result of Metascape analysis^30^ in genes oscillating in circadian rhythm with a specific phase. **e** Expression of *Per/lin-42* and *Ror/nhr-23* during larval development and adulthood.

In addition, consistent with the previous reports^10,18^, mRNA of the canonical developmental clock gene, *Per/lin-42*, showed a developmental rhythm but not a circadian rhythm (Fig. 2e), suggesting that the developmental clock is somewhat different from the circadian clock. *nhr-23* also shows arrhythmic expression in adulthood (Fig. 2e), but this is probably due to its high germline expression for spermatogenesis after sexual maturation^31^.

Taken together, though the outcome of the circadian clock does not completely overlap with that of the developmental clock, the functional rhythm of *Ror/nhr-23* plays a significant role in generating gene expression rhythms in both contexts.

### Ror/nhr-23 is a critical regulator not for only the larval molting rhythm but also for the adult circadian rhythm

To directly test the contribution of *Ror/nhr-23* to the adult circadian rhythm, we depleted NHR-23 specifically in adulthood using the Auxin-Induced Degron (AID) system^32,33^. We entrained animals by the same temperature cycles as the previous report^18^ and then sampled worms every 2 h for RNA-seq analysis (Fig. 3a). 

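*nhr-23* mRNA, the transcript of the factor to be depleted, was 34.0 ± 3.16 TPM (SD, n = 24 libraries) in mock worms and 31.6 ± 1.86 TPM (SD, n = 24) in K-NAA-treated worms. Its single libraries ranged from 26.5 to 40.5 TPM in mock and from 27.4 to 34.5 TPM in K-NAA. The log2 fold change of K-NAA against mock was -0.10 (standard error 0.035, adjusted p = 0.0226 from limma), lower at 9 of the 12 time points. The lower level lay in replicate 2, where the means were 36.1 ± 2.23 TPM in mock and 31.3 ± 2.10 TPM in K-NAA (SD, n = 12 libraries each), and not in replicate 1, with 31.9 ± 2.53 and 31.8 ± 1.64 TPM (SD, n = 12 each). In mock, *nhr-23* was higher in replicate 2 than in replicate 1 at 11 of the 12 time points. Without replicate 1 the log2 fold change was -0.20 (adjusted p = 0.00254 from limma), and the call was lost without replicate 2 (-0.00051, adjusted p = 0.995), after median ratio rescaling (-0.059, adjusted p = 0.0816), after quantile normalization (-0.052, adjusted p = 0.0943), and without CT9 or CT23. *nhr-23* (WBGene00003622) lies on chromosome I of WBcel235 from 7214745 to 7221299 on the plus strand. The degron acts on the NHR-23 protein, so the mRNA level checks neither the depletion nor the labels.
The worms were adults of JDW259, a strain that expresses the plant F-box protein TIR1 and carries an auxin-inducible degron on the *nhr-23* gene, so that the auxin analog K-NAA leads to breakdown of the tagged protein. Whole worms were collected at 12 time points from CT1 to CT23, every 2 h, which is 97 to 119 h after L1 release. Each time point had 2 culture plates per condition, giving 24 mock and 24 K-NAA libraries. The K-NAA dose is 400 mM in the paper's Methods and 0.4 mM in the sample labels. No libraries of worms given K-NAA without the degron were analysed here, so the effect of K-NAA itself and that of losing NHR-23 are compared with mock together.
The authors quantified the reads with Salmon against WormBase mRNA sequences and deposited TPM values for 19885 genes. TPM values keep no depth, so the number of reads given in the Methods cannot be set against them. Between 15165 and 15932 genes were above 0 in the mock libraries (median 15646) and between 15239 and 16095 in the K-NAA libraries (median 15731). The 10 highest genes took 6.88 to 8.25% of the TPM in mock and 6.67 to 8.46% in K-NAA. Correlations between the 2 plates of a time point ranged from 0.979 to 0.989, and no 2 libraries held identical values. From there, the 13813 genes with a mean of at least 0.25 TPM over the 48 libraries were tested on the log2(TPM + 0.5) scale with limma. A cosine with a period of 24 h was fitted to each condition by itself, and the peak-to-trough range of that fit is given on the same log2 scale, which understates the changes of genes with low TPM.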

By adding the auxin after 84 hours NHR-23 is depleted after the final molt, thereby effect to molting is avoided. Considering that the acute NHR-23 depletion would substantially affect the temporal component, we took 12 h after the treatment to avoid such an acute effect. Therefore, we only sampled worms under CC conditions. We did not observe any apparent abnormality or behavioral defect, such as nose touch response.

**Fig. 3:**
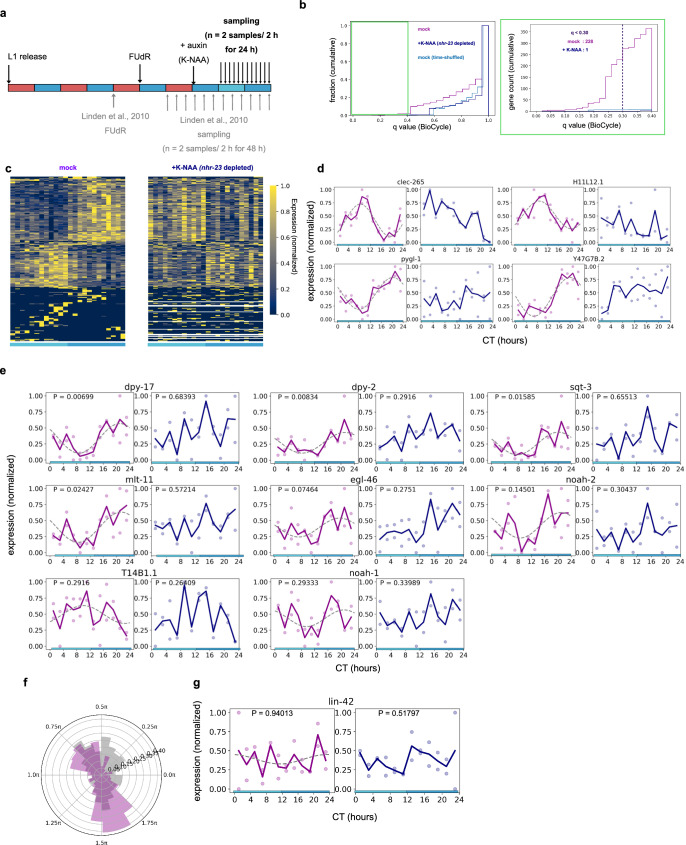
*Ror/nhr-23* is essential for circadian transcription in *C. elegans*. **a** Summary of the experiments for RNA-seq. The entrainment schedule was based on the previous study. The test group was treated with auxin (K-NAA) to deplete NHR-23 12 h before sampling was started. Animals were sampled every 2 h for a day in the constant condition at 15 °C. *n* = 2 biologically independent replicates. **b** Cumulative histogram of the q value calculated by BioCycle in circadian transcription for all genes *q* value in *q* < 0.40 gene count. Apparently, more genes are rhythmic in the mock dataset, compared to the auxin-treated dataset. For reference, the number of *q* < 0.30 genes were indicated in the graph area. **c** Expression pattern of rhythmic genes (*q* < 0.30 in mock condition). The gene expressions were normalized so that maximum = 1 and min = 0. Auxin treatment eliminates overt rhythms. rep. stands for biological replicates. **d** Representative plots of raw TPM values of circadian rhythmic genes. *P* indicates uncorrected *P* values in BioCycle analysis. Colors indicate the experimental group (magenta: mock, +K-NAA: navy). **e** Expression of the RORE-targeted genes (cluster ii genes in Fig. 1) in the datasets. Colors indicate the experimental group as (**d**). **f** Phase distribution of *q* < 0.30 genes in the mock condition (magenta). The gray histogram shows the phase distribution of Fig. 1f. **g** Arrhythmic expression pattern of *Per/lin-42* in our RNA-seq dataset.

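*lin-42*, the Period homolog, was 2.28 ± 0.472 TPM (SD, n = 24 libraries) in mock and 1.81 ± 0.555 TPM (SD, n = 24) in K-NAA. In mock, its fitted 24 h range was 0.10 on the log2 scale (unadjusted p = 0.795, adjusted p = 0.948 from limma). In K-NAA the range was 0.22 (adjusted p = 0.944 from limma). The 2 mock plates differed at CT1, with 3.47 TPM in replicate 1 and 1.53 TPM in replicate 2. The 2 K-NAA plates differed more at CT23, with 3.46 and 0.825 TPM. Its level was lower in K-NAA at 11 of the 12 time points, with a log2 fold change of -0.28 (standard error 0.086, adjusted p = 0.0104 from limma), and without replicate 2 it was -0.13 and did not pass (adjusted p = 0.433). *lin-42* (WBGene00018572) lies on chromosome II of WBcel235 from 1233236 to 1252359. At about this range few genes were recovered in a simulation. Of 50 simulated genes with a range of 0.2 within the mock libraries, 12.0% were recovered at an adjusted p under 0.30. Fewer genes passed there than in the real mock libraries, so the cutoff in p was stricter and the real share may be higher.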

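*lea-1*, which encodes a late embryogenesis abundant protein linked to desiccation tolerance, had the smallest p of the 24 h fit among the genes named here. Its mean was 212 ± 72.8 TPM (SD, n = 24 mock libraries), with a fitted range of 1.20 on the log2 scale and a peak at CT19.1 (adjusted p = 2.1e-04 from limma). *lbp-8*, a fatty acid binding protein gene, had a range of 1.34 with a peak at CT18.0 (adjusted p = 0.0351). *zip-8*, a bZIP transcription factor gene, had a range of 1.02 and peaked at CT6.03 (adjusted p = 0.0255). Of the 4 genes plotted in Fig. 3d, *clec-265* (range 0.41, peak CT7.73, adjusted p = 0.0256) and *H11L12.1* (range 0.65, peak CT8.53, adjusted p = 0.0161) peaked early, and *pygl-1*, the glycogen phosphorylase gene (range 0.35, peak CT19.8, adjusted p = 0.00677), and *Y47G7B.2* (range 0.93, peak CT18.8, adjusted p = 0.00677) peaked late. These 4 genes were chosen by the paper on these samples.
Of 6 vitellogenin genes, which encode yolk proteins, 5 passed the fit at an adjusted p under 0.30, and 5 passed at 0.05 when adjusted over the list alone. Of 16 measured cuticle collagen genes, 10 passed at 0.30, and 10 passed at 0.05 when adjusted over the list alone. Of 12 mitochondrially encoded genes, 7 passed at 0.30, and 7 passed at 0.05 when adjusted over the list alone. Of 10 measured hypodermis markers, 6 passed at 0.30, and 6 passed at 0.05 when adjusted over the list alone. At 0.30, 0 of 25 sperm genes, 0 of 10 pharynx markers, 1 of 16 neuron markers and 1 of 13 embryo genes passed. So did 2 of 34 cytosolic ribosomal protein genes, 2 of 16 germline genes, 3 of 19 molting and apical extracellular matrix genes and 6 of 20 oocyte and eggshell genes. In each of these lists 0 genes passed at 0.05 when adjusted over the list alone (limma). The sperm genes had a median fitted range of 0.95 on the log2 scale, the widest of all lists, so their lack of calls does not show flat levels.
At 0.30 and at 0.05 when adjusted over the list alone, respectively, 9 and 7 of 22 UDP-glucuronosyltransferase and glutathione S-transferase genes, 10 and 8 of 28 innate immune effectors, 8 and 6 of 32 genes of lipid and carbohydrate metabolism and 7 and 6 of 18 DAF-16 and oxidative stress genes passed. For the heat shock and unfolded protein response genes it was 6 and 5 of 16, for the body wall muscle markers 5 and 4 of 12, for the intestine markers 3 and 3 of 12, and for the cytochrome P450 genes 3 and 3 of 16. For the molting regulators it was 2 and 2 of 10, for the clock gene homologs 1 and 1 of 9, and for the genes plotted in Fig. 1b 1 and 1 of 6.
In all, 1611 of the 13813 genes tested in mock passed at an adjusted p under 0.30 and 155 at an adjusted p under 0.05 (limma, Benjamini-Hochberg), with 1979 genes (14.3%) at an unadjusted p under 0.05. With a linear drift over the day in the model, 2 genes passed at 0.30 and 0 at 0.05. Over 1 cycle of 24 h a line and a cosine overlap in part, so this model can also weaken the calls of true rhythms. With the libraries of replicate 1 or of replicate 2 left out, 13 and 0 genes passed at 0.30. Without CT3, CT9, CT11 or CT21, 931, 1048, 847 and 847 genes passed. Of the genes at a BioCycle q under 0.30 in the authors' deposited table for mock, 91 (39.9%) had a mean under 0.25 TPM and 54 were above 0 in at most 2 of the 24 libraries.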

In the resulting dataset (Supplemental Data 3), we could detect only a small number of circadian rhythmic genes in the mock condition, compared with the previous study^18^: only 228 genes met the criteria of *q* < 0.30 by BioCycle analysis in the mock condition (Fig. 3b). However, the number of rhythmic genes based on *q* values was still substantially larger than that in the time-shuffled dataset (Fig. 3b, d). Therefore, rhythmic components are considered to be indeed embedded in our dataset. 

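With the real time order, genes such as *lea-1* and *pygl-1* were among the 1611 genes that passed the 24 h fit in the mock libraries at an adjusted p under 0.30. The 12 time points were then shuffled 100 times, with the 2 replicates of a time point kept together. The shuffled mock libraries gave a median of 0 genes and a mean of 84.7 genes, and 33 of the 100 shuffles gave any gene. The 95th percentile was 466 genes. In 2 of the 100 shuffles the count was at least that of the real order, and the highest was 2350. When all 24 libraries were shuffled freely, the mean was 34.8 genes, the highest count was 3032, and 1 of the 100 shuffles reached the real count.
The real order was also tested on libraries not used for the choice of genes. The 284 genes at an unadjusted p under 0.01 in mock replicate 1 had a median range of 0.23 on the log2 scale, along the same phase, in mock replicate 2. The 297 genes chosen in replicate 2 had a median range of 0.24 in replicate 1. In 1 and 2 of 100 shuffles, respectively, this held-out range was as high. The shuffles gave median held-out ranges of 0.066 and 0.062, and at most 0.25 and 0.29, so the chance level of this measure lies above 0. With a linear drift in the model, for the choice and for the range, 132 and 130 genes were chosen and the held-out ranges were 0.11 and 0.10. No shuffles were made with the drift.

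**Figure D1:**
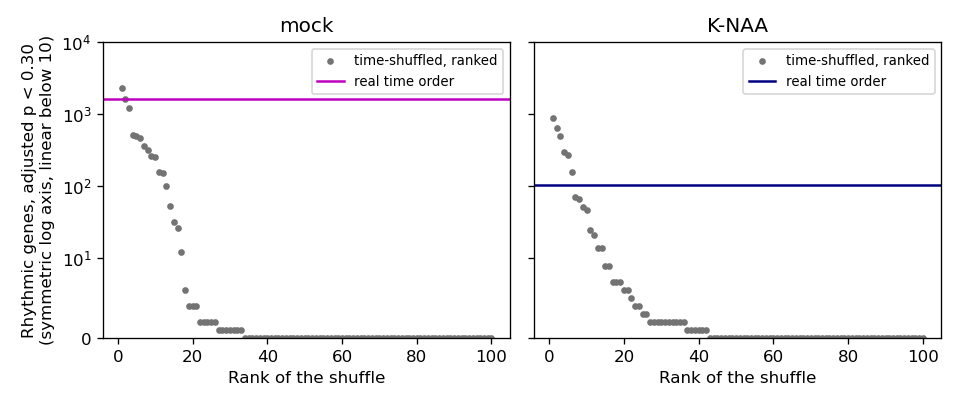
Number of genes that passed the 24 h fit at an adjusted p under 0.30 (vertical axis, symmetric log scale, linear below 10) in each of 100 time shuffles, ranked from the highest (horizontal axis, gray points), with the real order as a line, for mock and K-NAA. In mock 2 shuffles reach the line, at 1611 genes, and in K-NAA 6 shuffles reach it.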

The phase distribution of rhythmic (*q* < 0.30) genes are largely consistent with the previous study, though the RORE-enriched phase (1/2–1/6 π) was not obvious in *q* < 0.30 (Fig. 3f). 

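The fitted peaks of the mock genes were most frequent near CT6 and near CT18, the times at which a 24 h cosine fitted to a falling and to a rising straight line peaks. With a linear drift in the model, 2 genes passed at an adjusted p under 0.30. A true 24 h rhythm that peaks near CT6 or CT18 overlaps with a line over 1 cycle and may lose its call too. This number therefore cannot tell drift from rhythm. The yolk protein gene *vit-2* peaked at CT6.25 (range 0.30, adjusted p = 0.0713 from limma), and *col-19*, an adult cuticle collagen gene, peaked at CT6.62 (range 0.45, adjusted p = 0.0227). The mitochondrially encoded *nduo-1*, a subunit of respiratory complex I, peaked at CT18.6 (range 0.40, adjusted p = 0.0584), and *hsp-6*, the mitochondrial HSP70 gene, at CT17.7 (range 0.35, adjusted p = 0.0415). Of the 1611 genes, 283 peaked from CT6 to CT8 and 391 from CT18 to CT20, the fullest bins of the first and of the last 12 h. From CT12 to CT24 lay 934 peaks (58.0%, exact binomial 95% interval 55.5 to 60.4%, for counting error only). In the phase window that the paper calls RORE-enriched, 1/6 to 1/2 π of the cycle, lay 118 genes (7.32%). Windows of the same kind from 1/2 to 5/6 π and from 4/3 to 5/3 π held 481 and 625 genes. Among the 228 genes at q under 0.30 in the authors' deposited table, the lag divided by the period placed 6, 57 and 82 genes in these 3 windows. With the linear drift in the model, the peaks of the same 1611 genes placed 6.46, 24.2 and 25.0% of the genes in the 3 windows, against 7.32, 29.9 and 38.8% without it, with 170 genes from CT6 to CT8, 220 from CT8 to CT10 and 270 from CT18 to CT20, and 56.1% lay from CT12 to CT24.

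**Figure D2:**
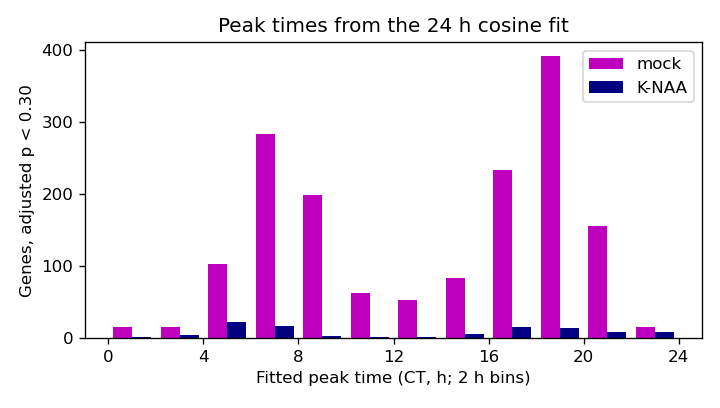
Number of genes (vertical axis) by fitted peak time (horizontal axis, CT in h, bins of 2 h) for genes that passed the 24 h fit at an adjusted p under 0.30 in mock (magenta, 1611 genes) and in K-NAA (navy). The mock bins are highest at CT6 to CT8, with 283 genes, and at CT18 to CT20, with 391 genes.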

Some of the RORE-targeted genes were detected as circadian rhythmic at least at uncorrected *P* value *P* < 0.05, but not all of them (Fig. 3e). These differences from the previous study might be due to the limited sampling time (24 h in this study vs. 48 h in the previous study) or the difference in the strains (degron knock-in strains vs. N2).

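Of the 9 cluster ii genes, which the paper chose on another data set, 4 passed the 24 h fit in mock at an adjusted p under 0.05 when adjusted over the list alone, and the same number passed at 0.30 over all genes tested. The collagen gene *sqt-3* had the widest range of the list, 1.13 on the log2 scale, around a mean of 10.8 ± 5.62 TPM (SD, n = 24 mock libraries), with a peak at CT20.2 (adjusted p = 0.00923 over the list alone, limma). The collagen genes *dpy-17* (range 0.85, peak CT20.7, adjusted p = 0.00238 over the list alone) and *dpy-2* (range 0.68, peak CT20.7, adjusted p = 0.0195 over the list alone) and *mlt-11*, a gene needed for molting (range 0.51, peak CT20.6, adjusted p = 0.0195 over the list alone), also passed. *mlt-8*, *noah-1*, *noah-2*, *egl-46* and *T14B1.1* did not, with adjusted p from 0.0778 to 0.288 over the list alone. In the microarray series the paper places the cluster ii genes at 1/6 to 1/2 π of the cycle. With the phase counted from CT0, the peaks of the 4 passing genes lay outside that window here. In the K-NAA libraries none of the 9 passed with limma, the ranges went from 0.22 to 0.48, and 1 gene, *dpy-2*, had an unadjusted p under 0.05. The test of the difference in rhythm between mock and K-NAA gave no gene of the list (lowest adjusted p 0.254 over the list alone, limma), with *dpy-2* at an unadjusted p of 0.0383. In the authors' deposited table, 4 of the 9 genes have a BioCycle p under 0.05 in mock and 0 in K-NAA. *sqt-3* (WBGene00005018) lies on chromosome V from 12352745 to 12354320 and *dpy-17* (WBGene00001076) on chromosome III from 5107330 to 5108492, both on the plus strand of WBcel235. The 4 passing genes fell to 0 without replicate 1 (3 without replicate 2), to 1 with a linear drift in the model and to 2 with a period of 20 h, without CT21, without CT23, without replicate 2 of CT9 or without replicate 1 of CT21 in mock. Without CT5, or without replicate 1 of CT5 in mock, 7 of the 9 passed.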

However, even with the low detection power, the effect of *nhr-23* knockdown was evident: treatment with the auxin analog K-NAA^34^ decreased the circadian periodicity of gene expression to the level of that in the time-shuffled dataset (Fig. 3b). 

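In K-NAA, 0.746% of the 13813 genes passed the 24 h fit at an adjusted p under 0.30 and 0 genes at an adjusted p under 0.05 (limma), with 1005 genes (7.28%) at an unadjusted p under 0.05. The cuticle collagen genes *col-93* (range 1.16 on the log2 scale, peak CT4.54, adjusted p = 0.0846) and *col-94* (range 0.97, peak CT4.54, adjusted p = 0.126) were among those that passed at 0.30. Of the 10 measured hypodermis markers, 4 passed at 0.30 in K-NAA, and 6 at 0.05 when adjusted over the list alone, with a median range of 0.51 in K-NAA and 0.47 in mock. Of the intestine markers 3 passed at 0.30 and 4 at 0.05 when adjusted over the list alone, of the body wall muscle markers 1 and 3, and of the cuticle collagens and of the vitellogenins 2 and 2 each. In each of the lists of molting and apical extracellular matrix, cytochrome P450, UDP-glucuronosyltransferase and glutathione S-transferase, DAF-16 and oxidative stress, and cytosolic ribosomal protein genes it was 1 and 1, and in those of Fig. 1b and Fig. 3d 0 and 1. The K-NAA libraries were also time-shuffled 100 times, with the 2 replicates of a time point together. The median was 0 genes, the mean 31.9 genes and the highest count 892, and 42 of the 100 shuffles gave any gene. In 6 of the 100 shuffles the count was at least the real one. The 305 genes chosen in K-NAA replicate 1 had a held-out median range of 0.06 in replicate 2, which 36 of 100 shuffles reached. The genes chosen in replicate 2 had 0.13 in replicate 1, which 16 of 100 shuffles reached. At 0.30, 0 genes passed without replicate 1 or without replicate 2, 31 with a linear drift in the model (3 at 0.05), 51 with no filter on low values, 8 with a period of 20 h, 344 with a period of 28 h (34 at 0.05), 198 with the time points as a factor (36 at 0.05), 0 with the p-values of the authors' deposited table over the genes kept, and with a joint fit of both conditions 2 passed at 0.05. The number of genes was 0 without CT3, 212 without CT19 and 467 without CT23, and it was 17 without replicate 1 of CT3, 281 without replicate 2 of CT19 and 204 without replicate 1 of CT23 in K-NAA.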

Only one gene was detected as periodic in the *nhr-23* knockdown dataset even in *q* < 0.30, and most *q* < 0.30 genes in the mock dataset lost overt rhythm by auxin treatment (Fig. 3c, d and Supplementary Fig. S5). 

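Of the genes that passed the 24 h fit in mock at 0.30, the median range was 0.35 on the log2 scale in mock and 0.15 in K-NAA, where 225 of them (14.0%) had an unadjusted p under 0.05. Since these genes were chosen in the mock libraries, their range there is inflated by the choice. Over all genes tested the median range was 0.16 in mock and 0.13 in K-NAA. For 1033 of the genes that passed in mock (64.1%), the K-NAA peak lay within 4 h of the mock peak. Peaks spread evenly over the day would give 33.3%. The peaks of the K-NAA calls were not spread evenly, with 23 from CT4 to CT6, 15 from CT16 to CT18 and 2 from CT0 to CT2. The 33.3% is therefore not the chance level here, and a kept phase cannot be read from the 64.1%. *tyms-1*, the thymidylate synthase gene, had a range of 0.37 in mock (adjusted p = 0.00677 from limma) and 0.04 in K-NAA (adjusted p = 0.975). *oac-32*, an acyltransferase-family gene, had 0.60 in mock (adjusted p = 0.0169) and 0.13 in K-NAA (adjusted p = 0.931). Both are named for being among the 10 smallest p of the difference in rhythm, and that difference did not pass for either (adjusted p = 0.456 from limma). It passed at 0.30 for both after median ratio rescaling, after quantile normalization, with a period of 28 h and without replicate 1 of CT23 in K-NAA, and for *oac-32* also without CT13, without replicate 1 of CT7 in mock and without replicate 2 of CT13 or replicate 1 of CT21 in K-NAA. *dct-8* had a range of 1.27 and a peak at CT17.9 in mock (adjusted p = 0.0322) and a range of 1.19 and a peak at CT17.3 in K-NAA (adjusted p = 0.191). In K-NAA it did not pass at 0.30 without CT1, CT3, CT7, CT13 or CT15, without either replicate of CT3 or without replicate 1 of CT15. The number of genes past 0.30 in both conditions was 43, where independent lists of these sizes would share 12.0.
The difference in rhythm itself was tested for each of the 13813 genes with limma. Only *ugt-63*, a UDP-glucuronosyltransferase gene, passed at an adjusted p under 0.30 or 0.05 (adjusted p = 0.0147), and 667 genes (4.83%) had an unadjusted p under 0.05. It had a range of 0.58 with a peak at CT8.23 in mock and of 0.33 with a peak at CT23.0 in K-NAA. Its call at 0.05 did not hold with a linear drift in the model (adjusted p = 0.168), without replicate 1 (adjusted p = 1.0) or without replicate 2 (adjusted p = 0.974). The fitted range of the difference was 0.90, 0.86 and 0.86 in these fits, against 0.86 in the full fit. The call also did not hold without CT9, CT11, CT13 or CT21, without replicate 1 of CT21 in mock and without replicate 2 of CT21 in K-NAA. When adjusted over each list alone, the difference passed at 0.05 for 1 gene each of the molting regulators, the UDP-glucuronosyltransferases and glutathione S-transferases, the DAF-16 and oxidative stress genes, the innate immune effectors and the genes of Fig. 3d, and for 0 genes of the other lists. At 0.30 the test gave 12 genes after median ratio rescaling, 7 after quantile normalization, 26 with a period of 28 h, 19 without replicate 1 of CT23 in K-NAA, and 10 on the linear TPM scale, where no gene passed at 0.05. Of 50 simulated genes with a range of 0.8 in mock and none in K-NAA, this test recovered 72.0% at 0.30 and 58.0% at 0.05. Of 50 with a range of 0.4 it recovered 16.0% and 10.0%. The simulated noise was independent between genes and between time points, so these shares may be too high for the real libraries. More genes passed in the simulation than the 1 real gene, so the cutoff in p was also looser there.
The gene at q under 0.30 for K-NAA in the authors' deposited table is *nhr-281* (q = 0.0286), and in the TPM values it had a mean of 0.0290 TPM, above 0 in 8 of the 24 K-NAA libraries. It was chosen for naming after its values were seen and lies under the mean of 0.25 TPM needed for the fit.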

The abolishment of circadian rhythms is not limited to a specific phase (Fig. 3c, e), suggesting that *nhr-23* is involved in a canonical circadian oscillator in adult *C. elegans*, rather than merely generating a specific phase of circadian transcription. 

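The rhythms were compared by phase on libraries not used for the choice of genes. Of the genes chosen in mock replicate 1, the 56 that peaked from CT4 to CT8 had a median range of 0.29 in mock replicate 2, and of 0.17 and 0.16 in K-NAA replicates 1 and 2. The 44 genes from CT8 to CT12 had 0.22 in mock, and 0.096 and 0.034 in K-NAA. Those that peaked from CT16 to CT20 had 0.24 in mock, and 0.14 and 0.088 in K-NAA, and the 57 from CT20 to CT24 had 0.19, and 0.11 and 0.047. Bins of fewer than 20 genes were CT12 to CT16 (18 genes), with 0.23 in mock, and 0.13 and -0.085 in K-NAA, and CT0 to CT4 (6 genes), with -0.056, and -0.042 and 0.28.
Of the genes chosen in mock replicate 2, the 80 that peaked from CT4 to CT8 had 0.33 in mock replicate 1, and 0.15 in each K-NAA replicate. The 39 genes from CT8 to CT12 had 0.26 in mock, and 0.13 and 0.015 in K-NAA replicates 1 and 2. The 37 from CT12 to CT16 had 0.11, and 0.070 and -0.024 in K-NAA, and those from CT16 to CT20 had 0.28, and 0.17 and 0.082. Here the bins of fewer than 20 genes were CT20 to CT24 (15 genes), with 0.11 in mock, and 0.087 and 0.012 in K-NAA, and CT0 to CT4 (13 genes), with 0.046, and 0.077 and -0.015. These are medians over genes with no test between phases, and this comparison was chosen after the data were seen. It was made without a drift in the model. Over all phases, genes chosen in mock replicates 1 and 2 had held-out ranges of 0.23 and 0.24 in mock, and of 0.10 and 0.095 in K-NAA. With a linear drift in the model the ranges were 0.11 and 0.10 in mock, and 0.078 and 0.036 in K-NAA. Time shuffles without the drift gave median held-out ranges of 0.066 and 0.062 in mock, so the chance level lies above 0. No shuffles were made for the ranges in K-NAA, by phase or with the drift. Remaining rhythm therefore cannot be read from those ranges.
The numbers of genes past 0.30 in mock and in K-NAA differed by 1508. After each gene was centred within its condition, the difference was 1519, and when the 4 libraries of each time point were dealt at random to the conditions, 12 of 100 draws gave a difference at least as large, up to 3080. With a linear drift in the model, the difference was -29, but the drift term also takes up part of any 24 h rhythm that peaks near CT6 or CT18. From the loss of rhythm across phases (Fig. 3c, e), the paper proposes that *nhr-23* takes part in the oscillator itself rather than in the output of a particular phase.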

Overall, our findings indicate that *nhr-23/Ror* is one of the core circadian clock genes in *C. elegans*.

## Discussion

In this study, we discovered that *Ror/nhr-23* is not only an essential clock gene for developmental rhythm (with 8 h period in 25 °C) as previously reported^16,17,24^, but also a core circadian clock gene of adult *C. elegans*. Genes with RORE exhibited circadian transcription in a specific phase, and depletion of *Ror/nhr-23* in adulthood abolished the circadian rhythm itself. So far, no study has identified a canonical circadian clock gene in *C. elegans*, or the common component of the developmental and circadian clocks. The *Ror/nhr-23* is involved in the core transcriptional network of the developmental clock during larval stages, and may come to be involved in that of the circadian clock after the completion of larval development.

Even in the light of our data, however, the clockwork of *C. elegans* has still been enigmatic. Moreover, we have no idea of how the transition between these two clockworks occurs. To our knowledge, even in the developmental clock, no study has clearly demonstrated how the clock gene homologs interact to generate the 8-h oscillation. One interesting observation is that *Per/lin-42* mRNA does not show a circadian rhythm^18^ (Figs. 2e and 3g). Given this, *Ror/nhr-23* might be involved in the *Per/lin-42*-based oscillatory system during larval development. After the completion of larval development, the contribution of *lin-42* is somehow decreased, and another oscillatory system might emerge.

Circadian rhythms exist across diverse species, while the core clock components differ between distant species. For example, FRQ and WC in *Neurospora*^35^ and TOC1 and CCA in plants^36^ form transcriptional feedback loops. However, some molecular components, such as CK1^37^, calcium^38^, and redox oscillations^39^, are conserved even in organisms with different clock genes, suggesting the possibility that these elements may exist prior to the transcriptional feedback loops. Intriguingly, the redox oscillation was reported in *C. elegans*^40^. Considering these findings, while the homologous oscillators of the mammalian circadian clock have evolved to the developmental clock in *C. elegans*, it is possible that these conserved components drive functional oscillation of *nhr-23* after the developmental clock, resulting in a circadian functional rhythm of *nhr-23*.

To date, the “ancestral clock” of the circadian clock was thought to have evolved to generate the 8-h developmental rhythm in *C. elegans*. However, our results indicate that the core component of *C. elegans* developmental clock still possesses an ability to generate circadian rhythms. That is, the ancestral clock genes evolved to flexibly generate the biological rhythms with multiple timescales according to the context, i.e., molting during larval development and daily cycles in adulthood. While decades of research have revealed how robustly the circadian clocks are tuned to 24-h, few studies have focused on how flexible the clock gene network could be. Our findings provide deeper insights into the evolution of the biological clock system.

## Methods

### *C. elegans* strains and culture

Animals were maintained on nematode growth media (NGM)^41^. Wild-type animals correspond to the Bristol strain N2. For NHR-23 knockdown experiments, we used JDW259: *wrdSi55[eft-3p:TIR1:F2A:mTagBFP2:tbb-2 3*′UTR, I:-5.32]; nhr-23(kry61(nhr-23::AID*::TEV::3xFLAG)).

### Analysis of transcriptome dataset

The dataset was acquired from GEO (circadian transcriptome^18^: GSE23528, developmental transcriptome^23^: GSE52910). For the circadian transcriptome analysis. we used the temperature cycle and constant temperature (WC-CC) dataset. For developmental transcriptome analysis, we used “N2 untreated” dataset.

We used BioCycle R script^25^ for periodicity tests and estimation of phases and amplitudes: For circadian transcriptome, a range of the period was set to 20–28 h. For developmental transcriptome, the range was set to 8–10 h. We used BH method to calculate *q* values. In the dataset, we found a substantial number of arrays with identical values, which we suspect to be artifacts. However, these arrays were not included in our analysis. In BioCycle analysis, the amplitude is defined as variance of the signal to the variance of a cosine signal. We used JTK_CYCLE using R script for comparison in Supplementary Fig. S1.

For cis-element analysis, we acquired genomic positions and introns and upstream regions of genes from WormBase (www.wormbase.org) using Python web service API. Then, the sequence was extracted from WBcel235 genome assembly. All introns and 4 kb upstream from the first exons were searched for enrichment of cis-elements. The number of cis-elements in each regulatory region is described in Supplemental Data 3.

All statistical analyses were performed with Python3 scripts.

The result of reanalysis by BioCycle is described in Supplemental Data 1 and 2.

### RNA extraction and sequencing

In total, 1000–2000 L1-synchronized animals were cultivated on 10-cm dishes under temperature cycles (25 °C : 12 h, 15 °C : 12 h) as described in Fig. 3a. After 48 h (L4 stage), animals were transferred to other 10-cm plates with 10 µM FUdR to eliminate offsprings. Then, after 36 h (84 h post L1 release), animals were transferred to plates with 400 mM K-NAA.

From 97 to 119 h post L1 release, animals were sampled every 2 h: Animals were collected from plates and washed at least 3 times using cold wash buffer. Animals were then frozen in liquid nitrogen. All manipulations were done in at most <15 min.

RNA was extracted from the samples with TRIzol (Invitrogen) and RNAeasy mini kit (Qiagen). All RNA samples showed RIN > 9. Strand-specific RNA-Seq libraries were prepared by BGI (China) and sequenced on the DNB-Seq platform (150 bp pair end, 12,000,000 reads). Quantification of gene expressions was performed by Salmon^42^ with *C. elegans* mRNA sequences (WS284 version). The dataset after BioCycle analysis is described in Supplemental Data 3.

### Statistics and reproducibility

We treated animals derived from individual culture plates as biologically independent replicates. We used 36, 16, 24 samples in Figs. 1–3 (3 replicates from 12 time points, 1 replicate from 16 time points, 2 replicates from 12 time), respectively. Statistical tests for periodicity are based on BioCycle. We used BH-corrected *P* value (*q* value) to control False Discovery Rate (FDR) in multiple comparison. For cis-element enrichment analysis, Fisher’s test was performed to the binarized value (each gene regulatory region has/does not have cis-element), then corrected by Holm’s correction.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplemental Data 1

Supplemental Data 2

Supplemental Data 3

Supplemental Data 4

Supplemental Data 5

Reporting Summary

## Data Availability

Our RNA-seq data can be accessed in GEO (Accession: GSE233891). The dataset used for reanalysis is accessible as circadian transcriptome: GSE23528, developmental transcriptome^3^: GSE52910). The result of the analysis is available as Supplemental Data 1–4. Source Data is available as Supplemental Data 5.

## Code availability

All codes used in this study will be provided upon the request to corresponding authors.

# Supplementary material for: Ror homolog nhr-23 is essential for both developmental clock and circadian clock in C. elegans
**Source:** Commun Biol. 2024 Feb 28;7:243. doi: 10.1038/s42003-024-05894-3
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**File name:** Supplemental Data 1

**Description:** Result of BioCycle (and JTK\_CYCLE) analysis of Linden et al., 2010

**File name:** Supplemental Data 2

**Description:** Result of BioCycle analysis of Hendricks et al., 2014

**File name:** Supplemental Data 3

**Description:** Result of BioCycle analysis of our RNA-seq data.

**File name:** Supplemental Data 4

**Description:** Putative artifact in Linden et al., 2010

**File name:** Supplemental Data 5

**Description:** Source data behind the graphs in the manuscript.

# Supplementary material for: Ror homolog nhr-23 is essential for both developmental clock and circadian clock in C. elegans
**Source:** Commun Biol. 2024 Feb 28;7:243. doi: 10.1038/s42003-024-05894-3
**Supplement:** Supplementary file 8 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (<i>n</i>) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☐	☒ A description of all covariates tested
☐	☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☒	☐ For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i>) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐ Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i>), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	No software was used to collect the dataset.
Data analysis	salmon(0.13.1), BioCycle(0.9.3),MetaCycle(1.2.0), WormBase

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

GEO Accession: GSE233891

Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender N/A

Reporting on race, ethnicity, or other socially relevant groupings N/A

Population characteristics N/A

Recruitment N/A

Ethics oversight N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see nature.com/documents/nr-reporting-summary-flat.pdf

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size For data used in the reanalysis section, please check the original manuscript referenced in the manuscript. For our dataset, we followed the recommendation of Hughes et al., 2017. Note that we could not fully follow the recommendation due to the short life cycle of *C. elegans* and the treatment schedule, as described in the manuscript.

Data exclusions No exclusions were performed.

Replication Our experimental procedure basically followed to the previous study (Linden et al., 2010). Our results were partially consistent with the previous dataset, indicating the reproducibility of the resulting dataset.

Randomization For our RNA-seq analysis, we sampled experimental groups in a random order to avoid experimental covariates.

Blinding The complete blinding was not possible, because the experimenter could visually detect whether each sample was in the treated condition or not.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a Involved in the study

☒ ☐ Antibodies

☒ ☐ Eukaryotic cell lines

☒ ☐ Palaeontology and archaeology

☐ ☒ Animals and other organisms

☒ ☐ Clinical data

☒ ☐ Dual use research of concern

☒ ☐ Plants

Methods

n/a Involved in the study

☒ ☐ ChIP-seq

☒ ☐ Flow cytometry

☒ ☐ MRI-based neuroimaging

Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals

Caenorhabditis elegans strain: JDW259

Wild animals

This study does not involve wild animals.

Reporting on sex

Hermaphrodite

Field-collected samples

This study does not involve samples collected from the field.

Ethics oversight

No ethical approval was required for C. elegans study.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

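RNA of whole adult *C. elegans* of the strain JDW259 was sequenced at 12 time points of 1 day in constant conditions, from mock and from K-NAA-treated cultures, with 2 culture plates per time point and condition (48 libraries). The authors quantified the reads with Salmon (0.13.1 in the reporting summary) against the WS284 mRNA sequences of WormBase and deposited TPM values for 19885 genes. How transcripts were summed to genes is not given in the sources used here, and the submitters' processing notes list the build ce10. The TPM values of each library have the same total and keep no depth, so no counting error can be given and the spread between the 2 plates is the only measure of precision. The authors' deposited table also holds the p-value and q-value of BioCycle (0.9.3) for each gene and condition, with its period, lag and amplitude, over the period range of 20 to 28 h stated in the Methods. BioCycle was not run here. The 4 other per-gene columns of BioCycle were not used.

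The samples were mapped from their labels and the Methods. The fits across genes, the gene lists, the rule for naming genes and the alternatives were fixed before the data were examined, though values in the paper's source data for Fig. 3 had been seen. Chosen after the data were seen were the alternative without a pair of mock libraries, the reading of the time shuffles as tests of chance, the tests of the heat shock genes and of embryo RNA, the held-out rhythm by phase, the comparison of the replicates of *nhr-23*, the scaling factors by replicate and the peaks by bin with a drift. The tests across genes used limma 3.58.1 in R 4.3.3 on log2(TPM + 0.5), for the 13813 genes with a mean of at least 0.25 TPM over the 48 libraries, with Benjamini-Hochberg adjustment. A moderated F test of the cosine and sine terms of a 24 h period was made in each condition by itself, at the paper's threshold of 0.30 and at 0.05. A moderated F test of the interaction of these terms with the condition gave the difference in rhythm. The level in K-NAA against mock was tested with the time point as a factor. Time points were shuffled 100 times, and libraries were dealt to the conditions within time points 100 times. For the held-out rhythm, genes at an unadjusted p under 0.01 in the 12 libraries of 1 replicate were read along the same phase in the other replicate.

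The genes named are those of the cluster ii list, the clock gene homologs and the genes plotted in Fig. 1b and Fig. 3d; in each condition the 10 genes with the largest range among those at an adjusted p under 0.05 (under 0.30 where fewer pass), with a mean of at least 1 TPM and peaks of the 2 replicates within 4 h; the 10 genes with the smallest p of the difference in rhythm; the 10 highest and 10 lowest fold changes among those at an adjusted p under 0.05, with a mean of at least 1 TPM and the same sign at 11 or more time points; and up to 4 genes from each of the 25 gene lists. Gene positions come from the Ensembl annotation of WBcel235, in which 19523 of the 19885 names were found.

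The fits were tested on simulated data with the means of the real genes and their spread between plates of a time point. The simulated noise was independent between genes and between time points. The shares recovered and the shares of false calls may therefore be too favorable for the real libraries. Fewer genes passed in the simulation than in the real mock libraries (1611), so its cutoff in p was stricter. In that respect the recovery in mock may be too low. For the difference in rhythm, where 1 real gene passed, the simulated cutoff was looser. Within the mock libraries, genes with a range of 0.4, 0.8 and 1.6 were recovered in 44.0, 90.0 and 96.0% of cases at 0.30, and 33.9% of the calls were false. At 0.05, 18.0, 86.0 and 94.0% were recovered and 9.01% of the calls were false. For K-NAA against mock, 42.0% of changes of 0.2 and 82.0% of changes of 0.4 were recovered at 0.05. The alternatives were pseudocounts of 0.1 and 1, no filter and a mean of at least 1 TPM, median ratio rescaling, quantile normalization, a replicate block, a linear drift, periods of 20 and 28 h, the linear TPM scale, the authors' BioCycle p, a joint fit, the time points as a factor, no time point term for the level in K-NAA, and each replicate, time point and library left out. The search for RORE sequences near the rhythmic genes was not run. The microarray series behind Fig. 1 and the developmental RNA-seq series behind Fig. 2 were not analysed here.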

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

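Of the tests in this part, the time shuffles were written as tests of chance after the counts were seen, as were the rescaling test of the heat shock genes and the question of K-NAA itself; the drift tests and the draws of libraries within time points were set before.

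The levels of many genes differed between K-NAA and mock, which the paper does not analyse. At an adjusted p under 0.05 (limma), 1309 genes were higher and 2741 lower in K-NAA. Of these calls 32.3% were higher, against 54.7% after median ratio rescaling and 49.2% after quantile normalization, while the median of all genes moved from -0.02 to 0.02 on the log2 scale. Among 100 random deals of the libraries within time points and the real one, only 1, the real one, called as many genes in both directions together (4050, highest other 1557). This excludes a chance deal of single libraries. A difference shared by the plates of 1 replicate number in a condition could exceed the deals as well, so it is not excluded. In mock, the median ratio factor was higher in replicate 2 at 11 of the 12 time points.

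Of the 16 measured genes of heat shock and the unfolded protein response, 14 were lower in K-NAA and 0 higher. The lowest were *hsp-16.41* (log2 fold change -3.71), *hsp-16.2* (-3.27) and *hsp-16.11* (-2.85), small heat shock protein genes with near-identical copies, so that their separate values are uncertain. The other large decreases were in *lips-11* (-6.17), a lipase-family gene at 1.15 ± 0.818 TPM (SD, n = 24 libraries) in K-NAA and 94.5 times that level in mock, *Y41C4A.32* (-6.04), *sdz-35* (-3.30), *F22E5.6* (-3.29), the cadmium-responsive *cdr-4* (-3.15), the cytochrome P450 gene *cyp-13A4* (-2.91) and the fatty acid binding protein gene *lbp-8* (-2.64). Of the 12 mitochondrially encoded genes 10 were lower, and of 20 oocyte and eggshell genes 12 were lower, or 8 with 1 higher after median ratio rescaling.

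Higher in K-NAA were 15 of 28 innate immune effectors (4 lower), 5 of 6 vitellogenins and 6 of 10 hypodermis markers (0 lower in both lists). The largest increases were in *ora-1* (1.42), the C-type lectin gene *clec-3* (1.17), the catalase genes *ctl-2* (1.16) and *ctl-1* (1.14), which are near-identical and so uncertain apart, the lysozyme gene *lys-4* (1.15; 0.88 and adjusted p = 0.136 without replicate 1), *H39E23.3* (1.03), the aspartyl protease gene *asp-14* (1.00), *cnc-7* (0.99), an antimicrobial peptide gene, *drd-10* (0.98) and *Y54G2A.45* (0.97).

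The rhythm of *ugt-63* differed between mock and K-NAA in the test of the difference itself (adjusted p = 0.0147 from limma), and did not pass at 0.05 with a linear drift in the model (adjusted p = 0.168), without replicate 1 (adjusted p = 1.0), without replicate 2 (adjusted p = 0.974), without CT9, CT11, CT13 or CT21, without replicate 1 of CT21 in mock or without replicate 2 of CT21 in K-NAA. It also missed 0.05 without the mock libraries CT1 replicate 1 and CT21 replicate 1 together (adjusted p = 0.0748), an alternative chosen after seeing the data. The fitted range of the difference was 0.86 in the full fit, 0.90 with the drift, and 0.86 without replicate 1 and without replicate 2. Over all genes, 1 gene passed at an adjusted p under 0.30, and 17 of the 100 random deals and the real one together gave as many (highest other 623), so chance is not excluded for this number. The difference in the number of rhythmic genes between mock and K-NAA (1519 after centring) was reached in 13 of the deals, the real one included (highest other 3080), so chance is not excluded for it either. A random deal could thus call 623 genes, many times the real number, and whether a structure of the samples lies behind this was not tested.

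The 24 h calls in mock were weighed against chance and against a steady drift over the day. Among 100 time shuffles and the real order, 3 orders reached the 1611 genes in mock (highest other 2350). In K-NAA, 7 orders reached the real number (highest other 892). At a share of 0.05, a rule written after the counts were seen, a random order of the time points is excluded in mock only. A steady drift could exceed the shuffles as well, so they cannot tell it from a rhythm. These shares do not test mock against K-NAA. The random deals of libraries test that difference in number, and there chance was not excluded. When the fit used CT3 to CT21 alone, the left-out values at CT1 and CT23 lay closer to a straight line than to the cosine in 60.5% of 661 mock genes (55.5 and 61.7% by replicate), while their median change from CT1 to CT23, 0.26 on the log2 scale, lay between the 0.45 of the line and the 0.082 of the cosine. In K-NAA the line was closer in 56.7% of 319 genes (60.2 and 49.2%), with a median change of 0.16 between 0.39 and 0.070, and drift and rhythm cannot be told apart there because the replicates differ. The outcome set beforehand as that of a drift, a line closer in most genes of each replicate, was met in mock and not in K-NAA. A drift over the sampling day may account for a part of the mock calls. With samples from 1 day, an age-related change and a 24 h rhythm stay open in both conditions.

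The decrease of the heat shock genes was weighed against the scaling of the libraries and against K-NAA itself. After median ratio rescaling 13 of the 16 genes were lower. The rescaling moved the median log2 fold change of all genes only from -0.02 to 0.02, while the list median was -0.41 before it. This outcome could thus be foreseen, and it argues only against a scaling shift of that size. With 0 libraries of worms given K-NAA without the degron, K-NAA itself and the loss of NHR-23 cannot be told apart, and either may lower these genes.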

How the results depend on the processing

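The alternative without mock CT1 replicate 1 and mock CT21 replicate 1 was chosen after seeing the data; the others were set before. Pseudocounts of 0.1 and 1, a joint fit and a mean of at least 1 TPM left the numbers of rhythmic genes at 0.30 within 1.5 times those reported. With no filter, 51 genes passed at 0.30 in K-NAA. The cause was not tested for any change given here, apart from fewer libraries where some were left out. The labels and the paper name nothing that plates of the same replicate number share, and the plates were not taken as paired. The reason was that the replicate differences of the time points correlated little, with medians of 0.06 within mock, 0.02 within K-NAA and 0.005 between the conditions. Over all 276 correlations, within and between the conditions, the lowest was -0.21. A shared difference between the replicates is not excluded: the median ratio factor was higher in replicate 2 at 11 of 12 time points in mock and 6 of 12 in K-NAA, and the replicate difference of a time point correlated above 0 with the mean of the others at 12 and 9 of the 12. With the replicate block, 2008 genes passed at 0.30 in mock and 14 genes in the test of the difference in rhythm. That test gave 12 genes after median ratio rescaling, 7 after quantile normalization, 26 with a period of 28 h and 10 on the linear TPM scale, where 0 passed at 0.05. Genes higher in K-NAA numbered 2277 after median ratio rescaling and 2004 after quantile normalization.

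With a linear drift, 2 genes passed at 0.30 and 0 at 0.05 in mock, 31 and 3 in K-NAA, so that the difference in number turned to -29. In that model 1 cluster ii gene passed and 0 genes passed the difference in rhythm at 0.05. Fits with a drift cannot tell drift from rhythm, since over 1 cycle a line and a 24 h cosine overlap in part. With the drift and the replicate block together, the numbers were 28 and 0 in mock, 51 and 4 in K-NAA, -23 for the difference, 1 cluster ii gene and 0 for the difference in rhythm. With a period of 20 h, 131 and 3 genes passed in mock and 8 at 0.30 in K-NAA, a difference of 123, with 2 cluster ii genes. With a period of 28 h, 2527 and 393 passed in mock and 344 and 34 in K-NAA. The p-values of the authors' deposited table, adjusted over the genes kept, gave 96 and 2 genes in mock and 0 in K-NAA at 0.30, a difference of 96. The time points as a factor gave 242 and 3 genes in mock and 198 and 36 in K-NAA, and the joint fit gave 2 at 0.05 in K-NAA. Peaks from CT12 to CT24 made up 63.9% of mock genes at 0.05. The held-out range in mock, 0.23 as the mean of both choices, was 0.17 for genes at p under 0.05, 0.26 at a mean of at least 1 TPM and 0.11 with the drift removed. The mean of the mock shuffles was 34.8 with all libraries shuffled freely. The highest counts among shuffles and deals rest on a few draws.

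With replicates, time points or libraries left out in turn, rhythmic genes at 0.30 ranged from 0 to 1886 in mock and from 0 to 467 in K-NAA, those at 0.05 from 0 to 203 in mock and from 0 to 27 in K-NAA, and the difference in number from 0 to 1783. In mock, the numbers at 0.05 were 25 to 102 without CT3, CT5, CT7, CT9, CT11, CT15, CT17 or CT21, and without replicate 2 of CT3, CT19 or CT21, replicate 1 of CT21 or CT23, or either replicate of CT9 or CT11. In K-NAA, the number at 0.30 was 0 without CT3 and 26 to 66 without CT1, CT5, CT11, CT13, CT15 or CT21, and 17 to 63 without replicate 1 of CT1, CT5, CT13, CT15, CT17 or CT19, replicate 2 of CT9 or CT11, or either replicate of CT3 or CT21. Passing cluster ii genes ranged from 0 to 7, genes in the test of the difference in rhythm from 0 to 19 at 0.30 (19 without K-NAA CT23 replicate 1) and from 0 to 1 at 0.05, genes higher in K-NAA from 765 to 1570 and lower from 1206 to 3234. Without the mock libraries CT1 replicate 1 and CT21 replicate 1 together, 1020 and 70 genes passed in mock, a difference in number of 917, with 2 cluster ii genes.

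Of the genes named, those whose fold change of K-NAA against mock changed sign did not pass the test as reported. Without replicate 1 and without replicate 2, *mlt-11* had -0.086 and 0.12, *mlt-8* -0.030 and 0.21, *egl-46* 0.034 and -0.14, *noah-2* -0.21 and 0.11, *nhr-85* -0.055 and 0.21, *tim-1* -0.25 and 0.14, *ces-2* -0.077 and 0.19, *tipn-1* -0.041 and 0.13, *H11L12.1* 0.013 and -0.22, and *sod-3* 0.069 and -0.13. *sod-3* had 0.0073 after median ratio rescaling and *mlt-11* -0.0020 after quantile normalization; *mlt-11* had -0.029 without CT9, *ces-2* -0.0098 without CT11 and *sod-3* 0.028 without CT17. The RORE search was not run. With TPM alone, the depth behind a low value is unknown, which limits genes near the floor most.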

Differences from the paper's values

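The paper's value for rhythmic genes in mock is 228 at a BioCycle q under 0.30, and the 24 h cosine fit gave 1611 genes at an adjusted p under 0.30. Of the alternatives set before the data were examined, the 12 time points as a factor came within 1.5 times the paper's value, with 242 genes. All other alternatives did not, from 0 genes without replicate 2 to 2527 genes with a period of 28 h; the p-values of the authors' deposited table over the genes kept gave 96. The fit with the time points as a factor calls any difference between time points, whatever its shape, so its number is not one of 24 h rhythms. Of the paper's 228 genes, 91 had a mean under 0.25 TPM in mock, so the 2 sets of genes also differ. A count in the authors' deposited table gives 228 genes, which matches the paper.

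For K-NAA the paper's value is 1 gene at a BioCycle q under 0.30, and the cosine fit gave 1.0e+02 genes, rounded to 2 digits, or 0.746% of the 13813 tested. No alternative set before the data were examined came within 1.5 times the paper's value. The lowest values were 0, without replicate 1, without replicate 2, without CT3, and with the p-values of the authors' deposited table over the genes kept, and 8 genes passed with a period of 20 h. A count in the authors' deposited table gives 1 gene, which matches the paper.

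The paper states that K-NAA brought periodicity down to the level of time-shuffled data. The number in K-NAA, 0.746% of the genes tested, was reached by 6 of 100 shuffles, which had a median of 0 and a mean of 31.9 genes. The paper also states that most rhythmic genes lost their overt rhythm. Of the 139 genes of its list with a mean of at least 0.25 TPM, which were chosen for their rhythm in these mock libraries, 2 passed the cosine fit in K-NAA at 0.30 and 16 had an unadjusted p under 0.05 there, while the test of the difference in rhythm over all genes gave 1 gene, *ugt-63*.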

Other observations

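The tests of embryo RNA in this part were chosen after the cluster ii values were seen. Mitochondrially encoded transcripts were lower in K-NAA, with log2 fold changes of -0.72 for *atp-6*, an ATP synthase subunit (standard error 0.088, adjusted p = 3.4e-08 from limma), and -0.41 for *ctb-1*, cytochrome b (standard error 0.049, adjusted p = 2.0e-08). After median ratio rescaling the number lower was also 10 of the 12. *hsp-3* and *hsp-4*, the BiP homologs of the endoplasmic reticulum, were lower as well (log2 fold changes -0.66 and -0.43, each lower at 12 of 12 time points), as was *hsp-6*, the mitochondrial HSP70 gene (-0.39). *vit-2* rose from 4920 ± 537 to 6128 ± 405 TPM (SD, n = 24 libraries each), and *vit-6* from 4873 ± 625 to 6012 ± 395 TPM, while *vit-3*, *vit-4* and *vit-5* are near-identical and so uncertain apart. *nlp-29*, an antimicrobial peptide gene of the epidermis, was higher (log2 fold change 0.52). *lys-3*, a lysozyme gene, went the other way within the immune list, from 4.04 ± 2.68 to 0.618 ± 0.295 TPM.

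Of 32 genes of lipid and carbohydrate metabolism, 9 were higher and 10 lower in K-NAA. *fat-7*, a stearoyl-CoA desaturase gene, and *pck-1*, a phosphoenolpyruvate carboxykinase gene, were higher (0.61 and 0.50), and *gsy-1*, glycogen synthase, was lower (-0.43). Of 22 UDP-glucuronosyltransferase and glutathione S-transferase genes 6 were higher and 8 lower, of 16 cytochrome P450 genes 4 and 5, of 18 DAF-16 and oxidative stress genes 5 and 4, and of 16 germline genes 2 and 7 (2 and 3 after median ratio rescaling). Of 16 cuticle collagens 2 were higher and 0 lower, of 19 molting and apical extracellular matrix genes 2 and 0, of 10 molting regulators 1 and 3, of 9 measured clock gene homologs 1 and 2, and of the 9 cluster ii genes 1 and 0. Of 12 intestine markers 3 were higher and 2 lower, of 12 body wall muscle markers 2 and 0, of 10 pharynx markers 3 and 0, and of 16 neuron markers 1 and 2. Of 25 sperm genes 0 passed in either direction, with a median log2 fold change of 0.26. Of 13 embryo genes 2 were higher and 1 lower, of the 4 genes of Fig. 3d 1 and 2, and of the 6 of Fig. 1b 1 and 1. After median ratio rescaling the balance turned to 13 higher and 8 lower in lipid and carbohydrate metabolism, 2 and 1 among the molting regulators and 2 and 1 among the neuron markers (12 and 8, 2 and 2, and 1 and 1 after quantile normalization). The genes higher in K-NAA came to 6 of the molting and apical extracellular matrix genes, 3 of the cluster ii genes and 5 of the body wall muscle markers after either rescaling, and to 4 of the cuticle collagens and 6 of the intestine markers after median ratio rescaling (3 and 4 after quantile normalization). After either rescaling 1 clock gene homolog was lower and 2 genes of Fig. 1b were higher, and after median ratio rescaling 2 DAF-16 and oxidative stress genes were lower. Some calls were lost with a replicate left out (limma). The cluster ii gene *T14B1.1* (0.21) had 0.16 without replicate 1 (adjusted p = 0.129) and 0.25 without replicate 2 (adjusted p = 0.0731). *ncam-1* of Fig. 1b (0.20) had 0.11 without replicate 1 (adjusted p = 0.456), and its call was also lost without CT9, CT15 or CT21. Without replicate 2, the clock gene homolog *atf-2* (0.25) had 0.099 (adjusted p = 0.549). Of Fig. 3d, without replicate 2, *pygl-1* (-0.20) had -0.11 (adjusted p = 0.110) and *Y47G7B.2* (-0.32) had -0.34 (adjusted p = 0.111). The lower clock gene homologs were *lin-42* and *nhr-23*, whose calls were also lost without replicate 2 (adjusted p = 0.433 and 0.995). The 34 cytosolic ribosomal protein genes depend on the scaling, with 12 higher and 7 lower as deposited, 15 and 3 after median ratio rescaling and 7 and 10 after quantile normalization.

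Some of the cluster ii genes, such as *mlt-11* and *dpy-17*, act in molting or cuticle formation, and embryos in the worms could bring such RNA, although the worms were moved at L4 to plates with FUdR, which the paper used to eliminate offspring. The most abundant of the 13 embryo genes, *elt-1*, was at 6.14 ± 1.19 TPM in mock and 7.04 ± 1.06 TPM in K-NAA (SD, n = 24 libraries each). Across the 24 mock libraries, the mean level of the cluster ii genes had a Pearson r of 0.035 with that of the embryo genes (permutation p = 0.872) and a Spearman rho of 0.04 (permutation p = 0.853; r = 0.26 without the 2 libraries farthest from the median). Across the 24 K-NAA libraries, r was 0.46 (permutation p = 0.0229, adjusted 0.0458 over the 2 relations) and rho 0.36 (permutation p = 0.0878, adjusted 0.176; r = 0.36 without the 2 farthest libraries). Embryo RNA as a source cannot be told apart from worm RNA in either condition, since neither rho passed and neither was 0 or below.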
